A study of Caenorhabditis elegans with 4 samples. Its data were reported in "C. elegans germ granules sculpt both germline and somatic RNAome" (2023).

How the data were processed

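RNA from whole synchronized adults was sequenced in 4 libraries, 2 control and 2 eggd-1 null mutant, grouped by their titles. The titles call them sequencing replicates, and the authors describe them as biological replicates. The authors removed ribosomal RNA with antisense oligonucleotides and RNase H, enriched RNA above a length limit on a column, made directional libraries and sequenced them as read pairs on an Illumina HiSeq instrument. Short RNA such as snoRNA is therefore counted only as far as it passed the column. The authors trimmed reads with TrimGalore, aligned them with STAR to the WormBase WS279 genome with a limit on intron length and multiple mapping, removed unpaired reads with SAMtools, and counted them per gene by strand with featureCounts, dividing a read that maps to several places among them. Transposon consensus sequences were quantified with Salmon and added to the same column. The deposited values are therefore expected counts, not normalized and not always whole.

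The table of the series held 47115 rows, of which 46934 were genes and 181 transposon consensus sequences, and its 4 matched columns were the same as the files of the single libraries in all rows. A further 7 columns of the table match no sample of the series and were not used. Fractional values occurred in 3342 rows, 12.8% of the 26126 rows with a count. Near-identical paralogues such as the major sperm protein genes share reads, so their single values are uncertain, whereas counting by strand keeps antisense genes apart. Totals ranged from 17603513 to 30812591 counts. A count of 0 allows up to 3 counts, so groups with at most 3 counts in each library were treated as a floor and folds against them were computed against 3 counts. Observed counts above 0 allow more than 3, so these folds are not strict bounds.

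Gene names came from the deposited table, or, where it repeats the gene identifier, from the name table supplied with the reference, which matched 94.0% of the gene rows. Positions came from the Ensembl release 115 annotation of WBcel235, which held 99.98% of the gene identifiers. The files carry no coordinates of their own. The gene eggd-1 is listed as mip-1 and eggd-2 as mip-2. A genome sequence was not used here, so base composition was not examined.

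Expected counts were rounded to whole numbers. Rows with at least 1 count in total were tested with DESeq2 1.42.0 in R 4.3.3 (Wald test, default size factors, no shrinkage, Benjamini-Hochberg adjustment with independent filtering at 0.05), the tool the authors named. An adjusted p-value left as NA was kept as NA. Genes were called with an adjusted p-value under 0.05 and a log2 fold change of at least 2. The spread quoted for a list is the pooled SD within groups of the library medians of log2(normalized count + 0.5), each gene centred on its mean. With 2 libraries per group, single comparisons rest on the dispersion that DESeq2 shares across genes.

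The 11 gene lists were written from general knowledge of the worm before the data were examined. The study was known by then, and it had reported sperm and cuticle genes as raised in these same libraries. The lists are therefore not an independent test of those findings. Unless stated otherwise, they used genes with a mean normalized count of at least 10. They were major sperm protein, spermatogenesis, oogenesis, cuticle collagen, germ granule and Argonaute, autophagy and lysosome, vitellogenin, moulting cycle, adult collagen, early zygotic embryo and male soma. Each was tested with camera (correlation between genes 0.01) on limma 3.58.1 voom values with TMM factors from edgeR 4.0.16, adjusted over the 11 lists, with fry beside it. The 10 gene classes of the deposited table, and further lists (body muscle, intestine, neuron, abu, cyp-35, lysosomal lipase, autophagy without lipases, histone and nspc), were chosen after the data had been seen. The autophagy and lipase lists overlap the autophagy and lysosome list. Most genes are named either because the study names them, from a list fixed beforehand, or because they are the 5 with the largest DESeq2 change in each direction among called genes with a mean normalized count of at least 100 and both eggd-1 libraries on the same side of both control libraries, leaving out eggd-1 itself. Further genes of sperm fate and sperm function, and the neighbours of dod-21 and cld-1, were named after the results had been seen.

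The tests were run on simulated counts drawn from the means, size factors and dispersions of the real libraries, with 200 of 23142 genes changed. These 200 genes were well expressed and changed by more than 2-fold. Recovery of smaller changes, or of genes with low counts, was therefore not measured. DESeq2 recovered 96% of the changed genes with the right sign, and 4% of its calls were unchanged genes. The edgeR quasi-likelihood test recovered 99%, and 10% of its calls were unchanged genes, above the nominal level of 0.05. Of 100 unchanged sets among 15215 genes, 0 had a camera p-value under 0.05 and 5 had a fry p-value under 0.05. Simulated genes were independent, so this does not measure how the set tests behave for correlated genes.

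Alternatives fixed beforehand were the edgeR quasi-likelihood test with TMM, other size factors (TMM, library totals, and genes outside the lists), filters on low counts, a replicate block, shrunken fold changes, a test against a 4-fold change, a 2-fold limit, genes with whole counts, no transposon rows, other expression minimums and set tests, and leaving out each library. Python 3.11.15 with pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9 was used for joining tables and plots.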

Results

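Whole adult C. elegans were profiled by directional sequencing of total RNA depleted of ribosomal RNA. The 4 libraries fell into 2 groups of 2, a control whose genotype label is pgl-1::RFP (a germ granule protein carrying a red fluorescent tag) and a null mutant of eggd-1, a gene whose protein holds germ granules at the nuclear envelope of germ cells. The total count was 20223368 in control replicate 1, 30812591 in control replicate 2, 18707358 in eggd-1 replicate 1 and 17603513 in eggd-1 replicate 2. Rows with at least 1 count numbered 22256, 22841, 21944 and 21507 in these libraries in that order, and a count of 0 allows up to 3 counts. Ribosomal RNA took 1.44% of the counts in control replicate 1 (95% Wilson interval 1.44% to 1.45%), 0.726% in control replicate 2 (0.723% to 0.729%), 0.437% in eggd-1 replicate 1 (0.434% to 0.440%) and 0.536% in eggd-1 replicate 2 (0.533% to 0.540%). These intervals and the limit of 3 counts cover counting error only. Across genes, the correlation of variance-stabilized values was 0.996 between the control libraries, 0.997 between the eggd-1 libraries and between 0.974 and 0.981 for the 4 pairs that joined a control with an eggd-1 library. No pair of libraries agreed within sampling noise. The chi-square statistic of the counts over genes divided by its degrees of freedom was 29.9 for the control pair and 5.27 for the eggd-1 pair.

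The targeted gene was examined first. The eggd-1 gene, listed as mip-1 (WBGene00008005, WBcel235 chromosome III, 4793086 to 4795423, plus strand), had 2074 and 3177 counts in the control libraries and 6 and 3 counts in the eggd-1 libraries. Its normalized count was 2185 ± 121 in the control and 5.15 ± 2.09 in eggd-1 (SD, n = 2). The log2 fold change was -8.71 (SE 0.50, DESeq2 adjusted p = 7.27e-64), in the direction the labels give. Its paralogue eggd-2, listed as mip-2 (WBGene00010281, chromosome V, 13669353 to 13671958, minus strand), did not differ (log2 fold change -0.14, SE 0.13, DESeq2 adjusted p = 0.441).

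The question of how many transcripts differ between the genotypes was addressed with DESeq2 on all 4 libraries. Of 25765 rows with a count after rounding to whole numbers, 16773 received an adjusted p-value. With a Benjamini-Hochberg adjusted p-value under 0.05, 951 genes were at least 4-fold higher in eggd-1 and 128 were at least 4-fold lower. Both eggd-1 libraries lay on the same side of both control libraries for 77.3% of all genes with an adjusted p-value, where chance gives 33.3%. Among the called genes, for which the test nearly requires this order, 950 of the 951 and 127 of the 128 had it. Without a fold-change limit, 3127 genes were higher and 3426 were lower, so that 47.7% of all calls but 88.1% of the calls at 4-fold or more were increases. Testing against a change of 4-fold, in place of testing against no change and then applying the limit, moved the counts most as a ratio and left 88 higher and 5 lower genes. Of the 951 higher genes, 891 were protein-coding and 53 were pseudogenes, and 94 had at most 3 counts in each control library. The fitted fold change of these 94 genes is not a bound, and computed against 3 counts all 94 were at least 4-fold higher. Of the 128 lower genes, 28 had at most 3 counts in each eggd-1 library, and 22 of them were at least 4-fold lower against that floor. Fractional counts, which mark reads shared between loci, were present in 181 of the 951 higher and 31 of the 128 lower genes.

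**Figure D1:**
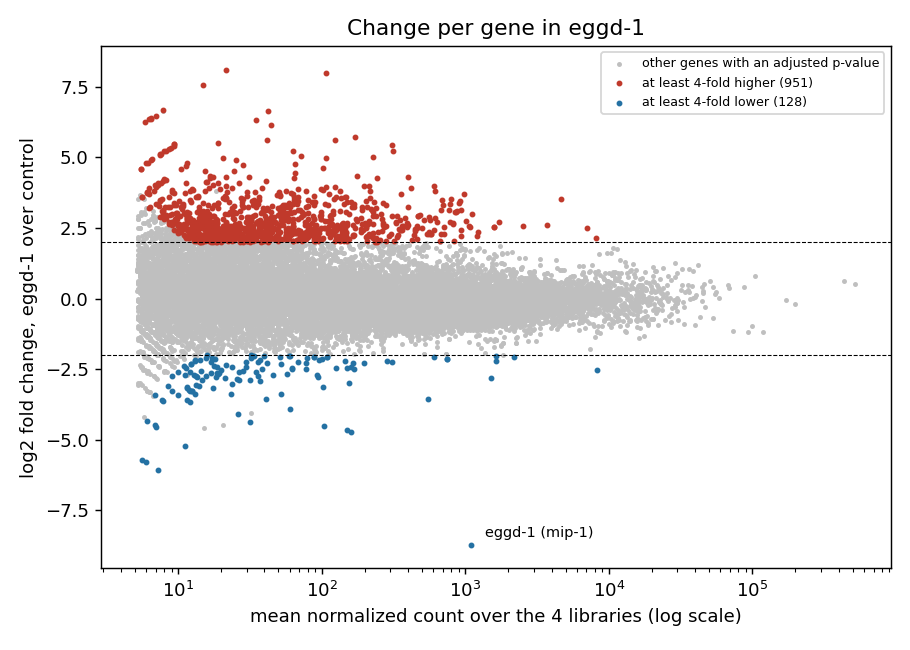
Log2 fold change of eggd-1 over control (vertical axis) against the mean normalized count over the 4 libraries (horizontal log axis), 1 point per gene with a DESeq2 adjusted p-value, with dashed lines at a 4-fold change. The 951 higher genes in red outnumber the 128 lower genes in blue, and eggd-1 itself lies lowest at -8.71; fitted values of genes at or under 3 counts in a group are not bounds.

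The genes with the largest changes were taken by a fixed rule from those with a mean normalized count of at least 100. Among increases, cyp-35A1 (WBGene00015399, chromosome V, 7359929 to 7361773) had 2 and 0 counts in the control libraries and 188 and 177 in eggd-1. Computed against 3 counts this is 84.4-fold higher (DESeq2 adjusted p = 1.73e-12). The lipase gene lipl-1 (WBGene00010062, chromosome V, 12919986 to 12921692) rose from 6.70 ± 3.41 to 337 ± 124 normalized counts (SD, n = 2; log2 fold change 5.73, SE 0.47, DESeq2 adjusted p = 6.54e-32). The related lipl-3 (WBGene00020016, chromosome V, 521595 to 524218) had 15 and 18 counts in the control libraries and 687 and 363 in eggd-1 (log2 fold change 5.44, SE 0.35, DESeq2 adjusted p = 1.32e-50). The lectin gene clec-60 (WBGene00014046, chromosome II, 10480043 to 10481874) changed by 5.63 (SE 0.52) and T22F3.11 (WBGene00020700, chromosome V, 3612158 to 3614553) by 5.23 (SE 0.34) on the log2 scale. Among decreases, the adjacent genes dod-21 (WBGene00007873, chromosome IV, 12936738 to 12937988) and cld-1 (WBGene00007872, chromosome IV, 12935011 to 12936271) had log2 fold changes of -4.72 (SE 0.41) and -4.64 (SE 0.41). The other decreases were -4.52 (SE 0.48) for clc-19 (WBGene00020760, chromosome III, 872621 to 873566), -3.55 (SE 0.47) for C09B8.4 (WBGene00015623, chromosome X, 6018442 to 6019936) and -3.11 (SE 0.38) for F22E5.1 (WBGene00017703, chromosome II, 2673775 to 2677593). All of these genes are annotated as protein-coding. The values of cyp-35A1, lipl-1, dod-21, cld-1 and F22E5.1 include reads shared with other loci and are uncertain to that extent.

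Whether sperm genes are raised in the mutant was asked with lists fixed before the data were examined, but with the study's own report known. The 31 major sperm protein genes, which encode the abundant cytoskeletal proteins of nematode sperm, had a median log2 fold change of 1.54 with a spread between replicates of 0.223 (SD of the library medians). Of these, 30 were higher by DESeq2 over all genes and 31 when adjusted over the list alone, but only 1 reached 4-fold in either case. All 31 carried fractional counts, so their single values are uncertain. The 55 spermatogenesis genes had a median of 1.39 (spread 0.092), with 38 higher, none lower and 13 at least 4-fold higher over all genes, and 41 higher and 13 at least 4-fold higher when adjusted over the list alone. The alternative that moved the spermatogenesis median most was shrinkage of the fold changes, which gave 1.19. By camera on limma voom values, both lists were higher (adjusted p = 5.16e-16 and 7.05e-13). For both lists, each eggd-1 library had a higher list median than each control library. Under fry the adjusted p-values were 0.052 and 0.0481, and with an estimated correlation between genes, neither was past 0.05 (0.493 for each). Among single genes, alg-3 (WBGene00011910, chromosome IV, 11704246 to 11708264) changed by 2.56 (SE 0.23), alg-4 (WBGene00006449, chromosome III, 9887209 to 9891424) by 2.58 (SE 0.22) and gsp-3 (WBGene00021113, chromosome I, 4709259 to 4710712) by 2.31 (SE 0.26) on the log2 scale, with DESeq2 adjusted p-values of 1.74e-27, 1.94e-29 and 6.44e-17. The sperm regulator spe-44 (WBGene00007732, chromosome IV, 12452063 to 12454215) did not differ (log2 fold change -0.34, SE 0.23, adjusted p = 0.23). Its log2 fold change was -0.53 without control replicate 1 and -0.14 without control replicate 2.

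The 30 oogenesis genes had a median log2 fold change of 0.05 (spread 0.138), with 7 higher, 3 lower and none at 4-fold, both over all genes and adjusted over the list alone, and with 0 at 4-fold also at an unadjusted p-value under 0.05. This was not past the threshold in camera (adjusted p = 0.407). The median was -0.05 without control replicate 1, so its sign rested on that library. The 38 early zygotic embryo genes had a median of -0.91 (spread 0.156), with 18 lower and 1 higher, and camera gave an adjusted p = 9.29e-06, against 0.052 under fry. The 6 vitellogenin (yolk protein) genes went both ways. By DESeq2, vit-2 (0.63) and vit-6 (0.53) were higher and vit-1 (-1.16), vit-3 (-1.17) and vit-4 (-0.97) were lower on the log2 scale, vit-5 did not differ, and 5 of the 6 shared reads with other loci. The median of the 6 genes was -0.58, or -0.82 without control replicate 1 and -0.33 without control replicate 2, and camera gave an adjusted p = 0.29. The 4 male soma genes with enough counts had a median of 1.01 (spread 0.154). Over all genes 1 of the 4, asic-2, was higher, none was when adjusted over the list alone, and 2 were at an unadjusted p-value under 0.05. Camera did not pass (adjusted p = 0.352) and fry did (0.0481), and over the 12 genes with no expression minimum the median was -0.2.

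**Figure D2:**
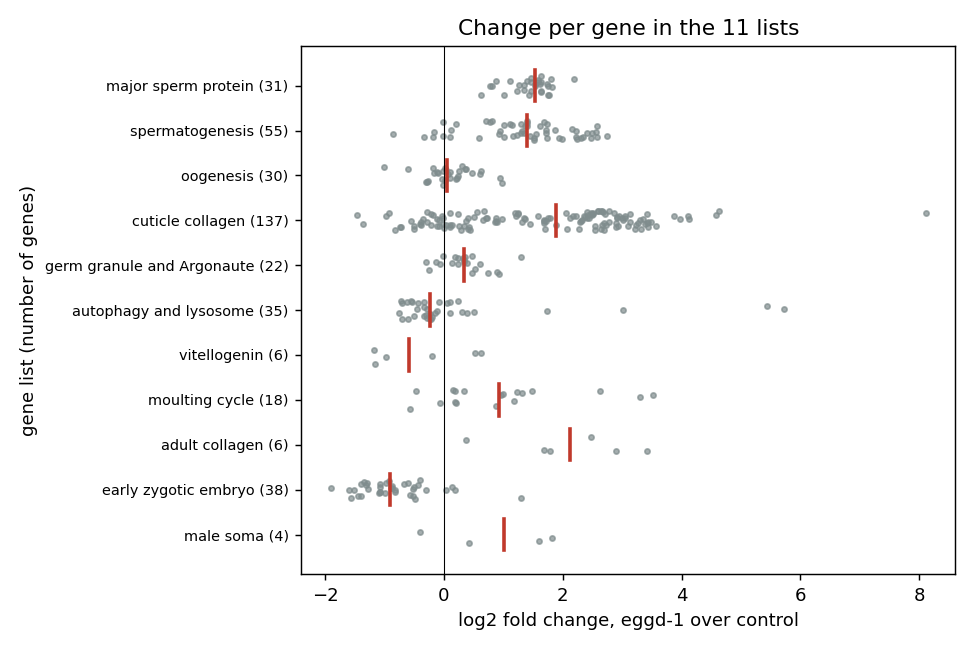
Log2 fold change of eggd-1 over control (horizontal axis) for each gene of the 11 lists (grey points, spread vertically at random) and the list median (red bar), with the number of genes in brackets. Medians run from -0.91 for early zygotic embryo genes to 2.13 for adult collagen genes; the highest collagen values are fitted values, since 4 collagen genes had at most 3 counts in each control library.

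Somatic genes were asked about through the cuticle. The 137 cuticle collagen genes had a median log2 fold change of 1.88 (spread 0.27), unchanged at 1.88 with the 4 genes near the floor computed against 3 counts. By DESeq2 over all genes 92 were higher and 8 lower, with 68 at least 4-fold higher, and adjusted over the list alone 93 were higher and 10 lower with the same count of 68. Camera gave an adjusted p = 1.23e-22, fry 0.0486 and camera with an estimated correlation 0.493. The rise was not seen in the most abundant collagens of the list. Their log2 fold changes were 0.14 for col-119, -0.02 for col-122, -0.28 for col-124 and -0.12 for col-181. Other abundant collagens were lower, such as col-178 (-0.82), or higher by less than 2-fold, such as col-129 (0.65) and col-81 (0.89). The named collagen col-12 (WBGene00000601, chromosome V, 10423898 to 10425198) rose from 642 ± 76.5 to 2064 ± 500 normalized counts (SD, n = 2; log2 fold change 1.69, SE 0.18, DESeq2 adjusted p = 4.29e-19), under the 4-fold limit, and shares reads with other loci. The 6 adult collagen genes, all also in the cuticle collagen list, had a median of 2.13 (spread 0.298), with 5 higher and 3 at least 4-fold higher over all genes and adjusted over the list alone, and camera gave an adjusted p = 7.95e-06. The 18 moulting cycle genes had a median of 0.92 (spread 0.136), with 10 higher and 1 lower over all genes, 10 and 2 adjusted over the list alone, and 3 at least 4-fold higher (bus-8, mlt-9 and qua-1, named after their values were seen). Camera gave an adjusted p = 0.000271 for this list and fry 0.0705. Restricting the list to genes with a mean normalized count of at least 100 lowered its median to 0.34.

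The transcription factor genes hlh-30 (WBGene00020930, chromosome IV, 4014793 to 4034951) and daf-16 (WBGene00000912, chromosome I, 10750498 to 10776703) were each slightly higher, by 0.38 (SE 0.13, DESeq2 adjusted p = 0.0117) and 0.38 (SE 0.14, adjusted p = 0.0216) on the log2 scale. Without control replicate 1 the value for daf-16 was 0.22, and daf-16 shares reads with other loci. The 35 autophagy and lysosome genes had a median of -0.24 (spread 0.012), with 5 higher and 10 lower over all genes and 5 and 12 adjusted over the list alone. The 3 genes at least 4-fold higher were the lipase genes lipl-1, lipl-2 and lipl-3 (named after their values were seen), and camera did not pass (adjusted p = 0.298). The 22 germ granule and Argonaute genes had a median of 0.33 (spread 0.16), with 10 higher and none lower over all genes, 12 and none adjusted over the list alone, none at 4-fold, and 12 higher and 1 lower at an unadjusted p-value under 0.05. Camera gave an adjusted p = 0.00818 and fry 0.155, and the median ran from 0.15 without control replicate 1 to 0.52 without control replicate 2. The largest changes in this list were 1.30 (SE 0.15) for glh-1 and 0.92 (SE 0.14) for prg-1. Increases also passed the threshold for pgl-1 (0.52), glh-4 (0.75), znfx-1 (0.48), wago-1 (0.35), wago-4 (0.61) and hrde-1 (0.38), and outside the list for lin-41 (0.37), mog-4 (0.54) and mog-5 (0.39). Of these, hrde-1, wago-1 and lin-41 rested in part on control replicate 1, without which their log2 fold changes were 0.14, 0.17 and 0.19, against 0.64, 0.53 and 0.55 without control replicate 2. No difference past the threshold was found for pgl-3, mut-16, csr-1 and ego-1, although mut-16 passed under library-total size factors (adjusted p = 0.0293) and with the filter on low counts (0.0438), within a range of 0.0293 to 0.0847 over its alternatives. Reads shared with other loci enter the values of glh-1, glh-4, wago-1, wago-4 and ego-1.

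Over-representation of the lists among the 951 genes at least 4-fold higher was tested with Fisher's exact test, two-sided, against the 16773 genes with an adjusted p-value, of which 5.67% were at least 4-fold higher. Here each list held its genes with an adjusted p-value, without the minimum on the mean count, so some lists are larger than above. The cuticle collagen list held 74 such genes among 149 (49.7%, odds ratio 17.7, adjusted p = 3.46e-51), the adult collagen list 3 among 6 (odds ratio 16.7, adjusted p = 0.0117) and the spermatogenesis list 13 among 61 (21.3%, odds ratio 4.55, adjusted p = 0.000164). The major sperm protein list held 1 among 33 (odds ratio 0.519, adjusted p = 1). The moulting cycle list, with an odds ratio of 3.33, did not pass after adjustment (0.216). None of the remaining lists passed, with adjusted p-values from 0.816 to 1.

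The deposited table also carries gene classes, which were compared after the table had been opened. Rows annotated as piRNA genes were left out, since they made up 59.1% of the Spermatogenic class, 50.9% of the Oogenic class and all of the GenderNeutral class, which was therefore not used. The 2073 Spermatogenic genes had a median log2 fold change of 1.00 (spread 0.071), with 431 at least 4-fold higher and 6 at least 4-fold lower, and the 1694 Oogenic genes had a median of -0.22 (spread 0.027), with 3 and 1. Camera gave adjusted p-values of 4.46e-19 and 0.000218 for these classes. Among the Argonaute and small RNA pathway classes, the 356 ALG34 genes had a median of 1.26 (spread 0.151; camera adjusted p = 3.31e-09) with 76 at least 4-fold higher. The medians of the other classes were -0.22 for CSR1, -0.13 for WAGO1, -0.19 for WAGO4, -0.19 for PRG1, -0.15 for MUT16, -0.23 for HRDE1 and -0.36 for ERGO1. Camera gave adjusted p-values of 2.19e-08 for CSR1, 1.47e-06 for WAGO4 and 0.0209 for HRDE1, and did not pass for WAGO1 (0.0826), PRG1 (0.0528), MUT16 (0.127) and ERGO1 (0.0826).

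**Figure D3:**
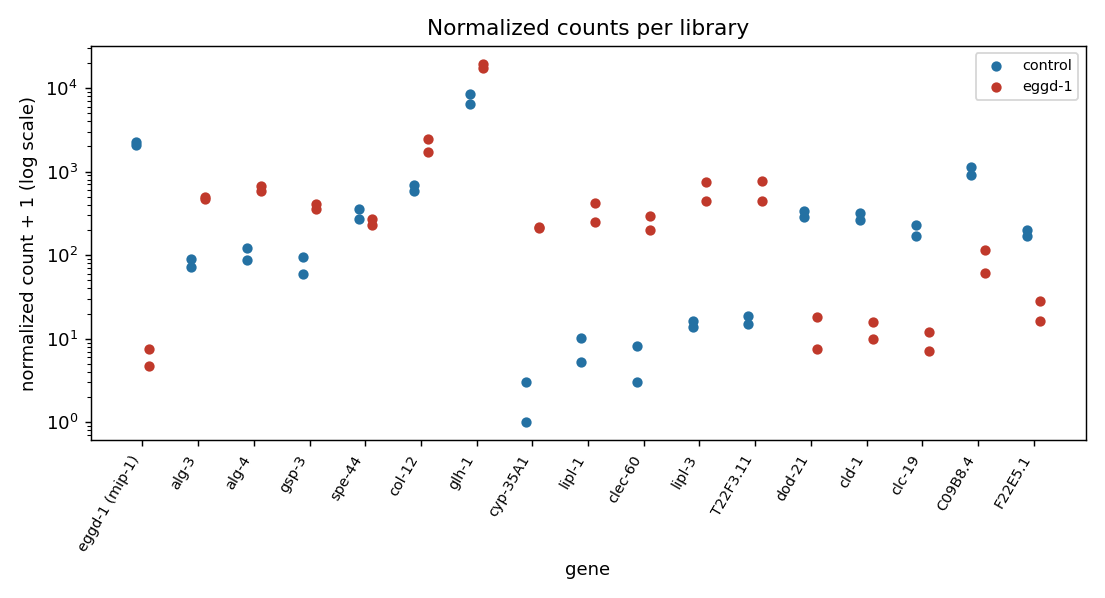
Normalized count plus 1 (vertical log axis) in each of the 2 control (blue) and 2 eggd-1 (red) libraries, 1 point per library, for a selection of genes named by the study and the 5 genes with the largest change in each direction. For each gene shown, both eggd-1 libraries lie on the same side of both control libraries; for spe-44, which did not pass the test, the nearest libraries are at 272 and 270.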

Values the study reported

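The study reported 1024 upregulated and 133 downregulated transcripts in eggd-1 mutants at a change of 4-fold. It used a spermatogenic class of 2748 genes and an oogenic class of 1732 genes. It described alg-3 and gsp-3 as strongly raised and spe-44 as unaffected, and a fluorescent reporter under the col-12 promoter as brighter. Among 570 imaged eggd-1 worms, it described a single hermaphrodite with a masculinized germ line and a single male.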

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

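The counts of genes depended most on how the 4-fold limit was applied. The 951 higher and 128 lower genes became 427 and 39 with shrunken fold changes and 88 and 5 when tested against a 4-fold change, which asks for stronger evidence by construction, and 1923 and 804 at a limit of 2-fold. The edgeR test called 259 genes lower and 1168 higher, of which 938 were among the 951. The cause was not tested, but edgeR also called more unchanged genes in simulated data. Under the remaining settings that kept the test, the higher count ran from 772 to 959 and the lower count from 96 to 135. Over the DESeq2 size factors tried, the share of increases among calls of any size ran from 47.5% to 49.3%.

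By fold change alone, with no test, 1068 genes were at least 4-fold higher and 197 lower. Across the 4 fits that each left out one library these counts ran from 901 to 1241 and from 175 to 327, the last without eggd-1 replicate 1. The log2 fold change of eggd-1 ran from -9.22 to -8.36.

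Replicate numbers are shared between the groups. The differences between replicates 1 and 2 of the control and of eggd-1 had a correlation of -0.056 across 11122 genes, so the libraries share only a number. With a replicate block, 835 genes were at least 4-fold higher and 110 lower, of which 825 were among the 951 and 106 among the 128. No named gene, list or class tested with the block changed its call, and the results chosen after the data had been seen, apart from the classes, were not run with it.

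List medians kept their sign in all but 3 cases. The oogenesis median, 0.05, was -0.05 without control replicate 1. The vitellogenin median became 0.53 over genes with whole counts, because only 1 of its 6 genes has them. The male soma median became -0.2 with no expression minimum, by adding genes near the floor. Leaving out each library gave ranges of 1.32 to 1.49 for spermatogenesis, -0.05 to 0.18 for oogenesis, 0.15 to 0.52 for germ granule and Argonaute, -0.27 to -0.23 for autophagy and lysosome, -0.82 to -0.33 for vitellogenin, 0.77 to 1.02 for moulting cycle, -1.1 to -0.84 for early zygotic embryo and 0.7 to 1.08 for male soma. Shrunken fold changes gave 1.19 for spermatogenesis and 0.63 for male soma. Whole counts gave 2.24 for cuticle collagen, 2.69 for adult collagen and -0.26 for autophagy and lysosome, which was -0.22 with the filter on low counts. A minimum mean of 100 gave 0.34 for moulting cycle and 1.78 for adult collagen. The causes were not tested.

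The class medians, whose alternatives were chosen after seeing the data, ran without each library from 0.89 to 1.03 for Spermatogenic, 1.07 to 1.4 for ALG34, -0.25 to -0.21 for CSR1, -0.15 to -0.13 for WAGO1, -0.21 to -0.18 for WAGO4, -0.22 to -0.19 for PRG1, -0.17 to -0.13 for MUT16 and -0.43 to -0.31 for ERGO1. Whole counts gave 0.87 for Spermatogenic, -0.17 for PRG1 and -0.12 for MUT16.

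The set tests rested on the assumed correlation between genes. With an estimated correlation none of the 11 lists fixed beforehand and none of the 10 classes passed, and the lists chosen afterwards were not run with it. The adjusted p-value was 0.493 for major sperm protein, spermatogenesis, cuticle collagen, moulting cycle, adult collagen and early zygotic embryo, 0.613 for germ granule and Argonaute, 0.302 for Spermatogenic, 0.343 for Oogenic and ALG34, 0.167 for CSR1 and WAGO4 and 0.349 for HRDE1. Under fry it was 0.052 for major sperm protein and early zygotic embryo, 0.155 for germ granule and Argonaute, 0.0705 for moulting cycle and 0.0899 for Oogenic and HRDE1, while male soma passed at 0.0481. In simulated data with the same number of libraries, both tests found a changed set of independent genes (p = 5.22e-05 for fry and 0.000727 for an estimated correlation). Each gene of that set was higher by more than 2-fold.

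Among the other named genes, 2 values for mut-16 passed the threshold and 14 values without 1 library moved by more than the replicate spread, with no change of sign. The largest such move was in cyp-35A1, from 6.69 to 10.64 as fitted, which is near the floor in the control.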

Other observations

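The tests of shared reads, single libraries, males, strain background and age of all animals were fixed before the data were examined; the other tests in this part were chosen after the results had been seen.

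Cuticle collagen and sperm genes, taken as lists, rose together in eggd-1, although the most abundant collagens did not rise. Several technical explanations were examined, and some were argued against only as the whole cause. Over list genes with whole counts only, the medians were 1.37 for the 44 sperm genes and 2.23 for the 74 collagens, so shared reads are not the whole cause, although all major sperm protein genes share reads and are not covered. A scaling error moves every gene of a library alike, whereas the pooled sperm lists lay 1.45 and the collagens 1.87 above the median of 13773 protein-coding genes outside the lists, which argues against scaling as the cause of the rise relative to other genes. The size factors tried were too alike to test this. The lowest median of the pooled sperm lists and the collagens without each library was 1.32. Against genes of matched exonic length outside the lists, the median gap was 2.08 in both cases, which argues against a length bias. A lower share of germline tissue acting alone would raise somatic lists alike. Body muscle (median 0.81) and intestine (0.04) differed by 0.77, with neuron at 0.66, and all of them stayed below the collagen median. A lower share is therefore not the whole cause. Body muscle and neuron rose and the Oogenic class fell (median -0.22), so a contribution cannot be excluded. Of the 3 ways to split the 4 libraries into pairs, 1 gave as many genes at least 4-fold different (1079); the other splits gave 0 each (5 and 6 at an unadjusted p-value under 0.05), and 3 splits are too few to give a share under 0.05.

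Age at harvest remains open. Its test was first read as evidence against younger mutants, and this reading was withdrawn after the values had been seen. The prediction written beforehand was that younger mutants would have higher moulting cycle genes and lower adult collagen, oogenesis, vitellogenin and early zygotic genes. Adult collagens, with a median of 2.13, did not fall. The most abundant of them, col-19, did not differ (log2 fold change 0.37, SE 0.34, DESeq2 adjusted p = 0.41). The oogenesis list, with 0.05, did not fall either, but its median was -0.05 without control replicate 1. The 1694 genes of the Oogenic class, compared afterwards, had a median of -0.22, with 526 lower and 158 higher. The direction of that class goes with younger animals. The vitellogenin genes went both ways and decide nothing here. Their share of all counts was 5.55% and 6.99% in the control and 6.66% and 7.46% in eggd-1, so the groups overlapped. The moulting cycle median of 0.92 and the early zygotic median of -0.91 go with younger animals, and some collagens of the adult list may be made around the last moult. Younger animals, as a whole population or a part of it, cannot be told apart from an effect of the mutation, since no library of known stage was used here. Male animals cannot be excluded by these counts alone. The 12 male soma genes summed to 84.0 and 73.6 normalized counts in the control and 104.9 and 101.5 in eggd-1, a ratio of 1.31, but these counts are too low to exclude a small share of males. The study described a single male and a single masculinized hermaphrodite among its imaged eggd-1 worms. It judged masculinization of the germ line an unlikely cause of the sperm gene rise. This argues against a large share of males, although the imaged animals were not those sequenced. The control label names a tagged pgl-1 and the mutant label names no tag, and whether the mutant strain also carries the tag is not given by the labels. An effect of strain background therefore cannot be told apart from one of genotype, and the log2 fold change of pgl-1 itself was 0.52. Within these libraries, the biological explanation the design names, loss of eggd-1, stays a hypothesis beside these. The study has further evidence from outside them. Knockdown of csr-1, of ego-1, or of pgl-1, pgl-3, glh-1 and glh-4 together brightened its col-12 reporter. In eggd-1 mutants, knockdown of hlh-30 dimmed that reporter. This evidence bears on col-12 and not on the sperm genes.

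The 4-fold limit hid the major sperm protein family. Its median corresponds to a 2.9-fold rise and 27 of its 31 genes were at least 2-fold higher, yet 1 passed 4-fold, and an over-representation test at that limit missed a list in which 31 of 31 fold changes were positive. All 31 share reads with other loci, so they are not 31 independent observations. Genes of sperm fate and sperm function that were singled out after the results were seen did not move together, and fog-3, cpb-1, spe-44 and gsp-4 among them also count in the spermatogenesis median. The log2 fold change was 1.72 for fog-3 (DESeq2 adjusted p = 0.00375), 0.09 for fog-1 (0.776), 0.21 for cpb-1 (0.277), -0.46 for fem-3 (0.0202), -0.43 for tra-2 (0.00345), -0.34 for spe-44 (0.23), -1.25 for her-1 (0.215) and 1.93 for gsp-4 (1.07e-12), while spe-38 had too few counts for an adjusted p-value.

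Autophagy genes and 3 of 7 lysosomal lipases moved apart. The 30 autophagy genes without lipases had a median log2 fold change of -0.30 (10 lower, 2 higher, camera adjusted p = 0.0132 over the lists chosen afterwards), while 3 of 7 lipase genes were at least 4-fold higher and the lipase median was 1.74. The gap between the medians was 2.04, which a factor common to all genes of a library cannot give. The lipase median (spread 0.503) is the value of lipl-4, which did not pass (SE 0.94, DESeq2 adjusted p = 0.13). The mean normalized count of lipl-4 was 10.5, and the size of the gap rests on this gene. No lipase gene outside the 3 passed the threshold in either direction. All 30 autophagy genes have whole counts. Whether the autophagy genes fell in absolute terms, and whether a common regulator could act on only some of these genes, was not examined.

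Other families chosen after their values were seen also moved. All 11 abu genes were at least 4-fold higher (median 3.65), as were 5 of 9 cyp-35 genes (median 2.72, 2 of them near the floor in the control). Of 70 histone genes, 45 were lower and 3 higher (median -0.92), and 17 nspc genes went both ways, with 9 higher and 7 lower (median 0.58). Of the histone genes 64 share reads, as do all nspc genes. Over the size factors tried, the medians ran from 3.64 to 3.66 for abu, 2.72 to 2.73 for cyp-35, -0.92 to -0.9 for histone and 0.58 to 0.59 for nspc. These size factors were too alike to test scaling. Other technical explanations were not tested for these families.

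Genes annotated as snoRNA were lower, with 59 of 113 past the threshold, none higher (0 also at an unadjusted p-value under 0.05) and a median log2 fold change of -1.17. This lay -1.17 from protein-coding genes outside the lists, a gap that a factor common to all genes of a library cannot give. Size selection may contribute. The 1383 shortest protein-coding genes outside the lists, up to 588 bases long, had a median of -0.42 against 0.03 for the rest, so a weaker trend with length exists among messenger RNA. The snoRNA genes have a median length of 131 against 452 bases for those short genes, and they fall where the library preparation removes RNA, so a technical and a biological cause cannot be told apart.

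The neighbouring genes on chromosome IV with the largest decreases, dod-21 and cld-1, lie 466 bases apart on opposite strands. A deletion of the region was considered. Their lowest count in the eggd-1 libraries was 6, above the floor of 3, which was first read as evidence against a deletion. The eggd-1 gene itself, where the labels name a null mutant, kept 6 and 3 counts, and with this comparison, added after the value had been seen, a deletion and reduced expression cannot be told apart. Both genes share reads with other loci, as do their flanking srlf-6 copies, which had 0 and 0 counts in the control and 8 and 4 in eggd-1. The next gene downstream, dod-24, changed by -0.70 (DESeq2 adjusted p = 9.29e-05).

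Genes at least 4-fold higher were not spread evenly over chromosomes. They were 8.09% of tested genes on chromosome IV (Fisher's exact test, two-sided, adjusted p = 2.49e-08 over the chromosomes), 6.73% on V (0.00562), 3.91% on III (3.89e-05) and 3.53% on X (1.37e-06). Neighbouring genes and families are not independent, so these p-values overstate the evidence. Of 131 transposon rows, 6 were higher, 17 were lower and none reached 4-fold (0 also at an unadjusted p-value under 0.05).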
